A study of Mus musculus with 78 samples.

How the data were processed

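Poly(A) RNA was sequenced from 7 brain regions of 12 mice that carried a constitutive deletion in Acss2 (KO) or did not (WT). Acss2 encodes an enzyme that makes acetyl-CoA from acetate, a product of ethanol breakdown. Per the labels, the deletion was made on the C57BL/6J background with a pair of CRISPR guides that cut in introns on either side of a stretch from exon 3 to exon 7. The mice had taken part in drinking in the dark, a model of binge-like intake in which ethanol is offered for a few hours of the dark phase. Per the labels' protocols, a habituation of 1 week came first. Mice then chose between water and ethanol at 15% by volume, in sessions of 2 h on each of days 1 to 3 and of 4 h on day 4. In the next week ethanol was the liquid offered during the sessions. No mouse without ethanol access is in the series, so every comparison is between genotypes, sexes or regions of drinking mice. Libraries were made from 300 ng of total RNA per the labels.

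The deposited tables hold raw read counts per gene symbol, made by the authors, with a table for each sex. The labels do not state the aligner, the counting tool, the genome build, the annotation or any filter. The values are whole numbers with no normalization. Both tables list the same 55367 symbols, and every library column was used. Gene positions, exonic lengths and GC content were looked up by symbol in the GENCODE M21 annotation of the GRCm38 build, in which 53186 of the symbols have a unique entry. These positions are a separate lookup and may differ from the annotation the authors counted on.

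Each library was assigned to its sex, genotype, region and mouse from its title. This gave 78 libraries in 28 groups, of which 23 hold 3 libraries, 4 hold 2 and 1 holds 1. The mouse number in the labels links libraries of different regions from the same mouse. Depth is the total count of a library. Values of single genes are CPM, counts scaled to a common library total, with the mean and the standard deviation (SD) over the libraries of a group. The smallest value a library can show was set at 3 counts. Such floors cover counting error only, since the reads carry no molecular identifiers.

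KO and WT libraries of the same sex and region were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3). Each fit held the libraries of the groups compared. TMM normalization was used, and genes were kept by filterByExpr with its default minimum count of 10 and minimum total count of 15. Adjusted p-values are Benjamini-Hochberg values over the genes tested, and 0.05 was the threshold. Fold changes are log2 of KO over WT. Their standard error (SE) is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. The male prefrontal cortex, with 1 KO library, was described but not tested. The difference between the sexes in the KO effect was tested as the interaction term in each of 6 regions. The difference in the KO effect between ventral and dorsal striatum was tested within each sex, without a block as the main fit and with the mouse as a block as the alternative. A list of 35 genes of ethanol and acetate metabolism, activity-regulated transcription and striatal signalling was fixed before the data were examined, and its p-values in the ventral striatum were adjusted over the list alone as well as over all genes. The 100 genes with the smallest p in the male ventral striatum, without Acss2, were carried to the female ventral striatum. Their median female log2 fold change, signed by the male direction, was tested with a two-sided exact permutation test over the 20 labellings of the 6 libraries.

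Genes to be named were set by a rule written before the data were examined. It names Acss2 in every comparison and the sex-chromosome genes Xist and Ddx3y as a check of the labels. In each KO and WT comparison it adds the 3 genes (8 in the male ventral striatum) with the largest absolute fold change among those under the threshold. These must have KO and WT CPM ranges that do not overlap and a mean of at least 1 CPM. In each interaction it adds the 2 genes with the smallest adjusted p under the threshold, and in the ventral striatum any gene of the fixed list under the threshold over the list.

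Alternatives set before the data were examined were DESeq2's size factors in the same edgeR fit, no low-count filter, the DESeq2 Wald test (DESeq2 1.42.0), a fit on both sexes of a region, the mouse as a block, other gene lists for the transfer test, and leaving out each mouse in turn. A further pair was chosen after seeing the data. The first used offsets that remove each library's loess trend (span 0.5) with exonic length and GC content. The second used a covariate per library, its score on the main axis of variation between libraries of the same group in the other sex.

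The fits were tested on simulated data with the libraries' own means, sizes and dispersions, in which 200 genes were changed. At a log2 change of 1, 37 of the 192 changed genes tested were called in the male ventral striatum, 94 of 191 in the male ventral hippocampus and 100 of 190 in the female prefrontal cortex. In the ventral striatum interaction 0 of 198 were called. At a log2 change of 2, the calls rose to 168 of 193, 186 of 186, 179 of 184 and 132 of 198 genes. All 200 genes were changed at once, and counts were drawn for each gene independently. Where few genes change, the adjusted threshold is harder to reach, so these shares do not give the power for a single changed gene. False calls at a log2 change of 2 ranged from 4 among the 14116 genes simulated for the interaction to 17 among the 11056 genes of the female prefrontal cortex. Among 13623 genes simulated from the male ventral striatum at a log2 change of 2, edgeR with the filter made 15 false calls beside its 168 of 193 genes. In further simulations of these 13623 genes, where 198 changed genes were tested, edgeR with the filter called 182 with 13 false calls. The DESeq2 Wald test called 189 of 198 changed genes with 42 false calls. EdgeR with no filter called 182 of 200 with 13 false calls. When all 25630 genes with a count were simulated, low ones included, edgeR with no filter called 191 of 200 changed genes with 131 false calls, of which 114 were genes that pass the filter. On the same counts edgeR with the filter called 179 of 197 changed genes with 8 false calls, and the DESeq2 Wald test 187 of 197 with 30.

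Every comparison of groups of 3 was also run on the other splits of the same libraries, 10 in all for 3 against 3 and 100 drawn with a fixed seed for the interactions, where splits were made within each sex. Marker lists for striatal projection neurons, cortical excitatory neurons, oligodendrocytes and choroid plexus were written after principal components of the libraries had been seen. A marker score is the mean log2 CPM (prior count 2) of the listed genes. Python 3.11.15 and matplotlib 3.10.9 drew the plots.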

Results

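The data were read counts per gene in 78 libraries from the brains of 12 mice, 3 for each sex and genotype. Male KO mice carried the numbers 1, 2 and 10, male WT mice 3, 12 and 13, female KO mice 4, 5 and 6, and female WT mice 11, 23 and 24. Ventral striatum, dorsal striatum, dorsal hippocampus and ventral hippocampus had 3 libraries in each group. The amygdala and the cortex had 3 in each group except for 2 female WT libraries. The prefrontal cortex had 3 female KO, 2 female WT, 2 male WT and 1 male KO libraries. The series asks how loss of ACSS2 acts on drinking, and its title points to the ventral striatum of males.

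Depth fell into separate ranges by region. The 47 libraries of ventral striatum, dorsal striatum, amygdala and dorsal hippocampus had total counts from 4454420 to 14487778, with a median of 6731648. The 31 libraries of cortex, ventral hippocampus and prefrontal cortex had total counts from 629635 to 1228828, with a median of 936338. The smallest value a library could show, 3 counts, was 0.207 to 0.673 CPM in the deeper regions and 2.44 to 4.76 CPM in the shallower regions. Library numbers in the sample descriptions restart between these sets of regions, so depth, numbering and region cannot be told apart. Each KO and WT comparison lay within a set. The ratio of mean KO to mean WT totals ranged from 0.724 in the male dorsal striatum to 1.25 in the male ventral hippocampus. The 10 most counted genes took 3.39% to 10.8% of a library's counts. Across 73 pairs of libraries from the same group, the chi-square per gene against sampling noise ranged from 1.72 to 81.2 with a median of 10.4, and since these are pairs of different mice the value holds the spread between mice as well as counting error.

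Acss2 (chromosome 2, 155517948 to 155585724 on the plus strand of GRCm38, protein coding) was counted in every library and separated the genotypes. The 40 KO libraries ranged from 0.971 to 13.96 CPM with a median of 7.32, and the 38 WT libraries ranged from 35.9 to 73.8 CPM with a median of 51.8. KO means were 6.28% to 17.3% of WT means in the 13 comparisons tested. Counts per gene cannot show which exons the reads left in KO came from, so these percentages do not measure intact transcript. Acss2 log2 fold changes lay between -3.94 and -2.56. The adjusted p from edgeR's quasi-likelihood test was under the threshold in 8 comparisons and above it in 5. A comparison with 0 genes under the threshold can thus miss a change as large as that of Acss2. Acss2 had the smallest p of all genes in 12 of the 13 and ranked 2 in the female prefrontal cortex. The alternative that moved its fold change most left out 1 mouse at a time, which gave log2 values from -4.23 to -2.32.

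In male libraries, Acss2 in the ventral striatum was 6.13 ± 2.95 CPM in KO and 53.8 ± 5.83 CPM in WT (SD, n = 3 each). Its log2 fold change was -3.10 ± 0.29 (SE) with an adjusted p of 0.0888 from edgeR. In the dorsal striatum the means were 6.43 ± 1.36 and 44.2 ± 7.37 CPM (SD, n = 3 each), with an adjusted p of 0.0506 from edgeR. Amygdala means were 6.39 ± 0.957 and 45.97 ± 4.82 CPM (adjusted p 0.00461, edgeR). Cortex means were 9.97 ± 3.70 and 57.7 ± 7.92 CPM (adjusted p 0.000513, edgeR). Dorsal hippocampus means were 6.65 ± 1.94 and 52.7 ± 5.04 CPM (adjusted p 0.000672, edgeR). Ventral hippocampus means were 8.84 ± 0.680 and 64.5 ± 9.60 CPM (adjusted p 0.000384, edgeR). In the prefrontal cortex the KO library had 7.91 CPM (9 counts) and the WT libraries had 45.5 and 50.02 CPM, which was described and not tested.

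In female libraries, Acss2 in the ventral striatum was 7.11 ± 3.73 CPM in KO and 44.3 ± 6.93 CPM in WT (SD, n = 3 each), with an adjusted p of 0.801 from edgeR. Dorsal striatum means were 7.35 ± 0.250 and 56.7 ± 15.5 CPM (adjusted p 0.0822, edgeR). Amygdala means were 7.63 ± 1.74 in 3 KO and 53.6 ± 15.98 CPM in 2 WT libraries (adjusted p 0.982, edgeR). Cortex means were 5.11 ± 2.60 in 3 KO and 59.6 ± 0.331 CPM in 2 WT libraries (adjusted p 6.63e-06, edgeR). Dorsal hippocampus means were 6.97 ± 1.36 and 53.6 ± 14.1 CPM (adjusted p 0.0313, edgeR). Ventral hippocampus means were 3.22 ± 1.96 and 51.3 ± 3.32 CPM (adjusted p 0.00663, edgeR), and the KO libraries there held 1 to 4 counts, close to the floor of 3 counts. Prefrontal cortex means were 9.03 ± 3.15 in 3 KO and 59.8 ± 10.7 CPM in 2 WT libraries (adjusted p 0.00134, edgeR), where the WT group includes the library labelled female WT prefrontal cortex, mouse 23, whose sex-chromosome genes are described next.

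**Figure D1:**
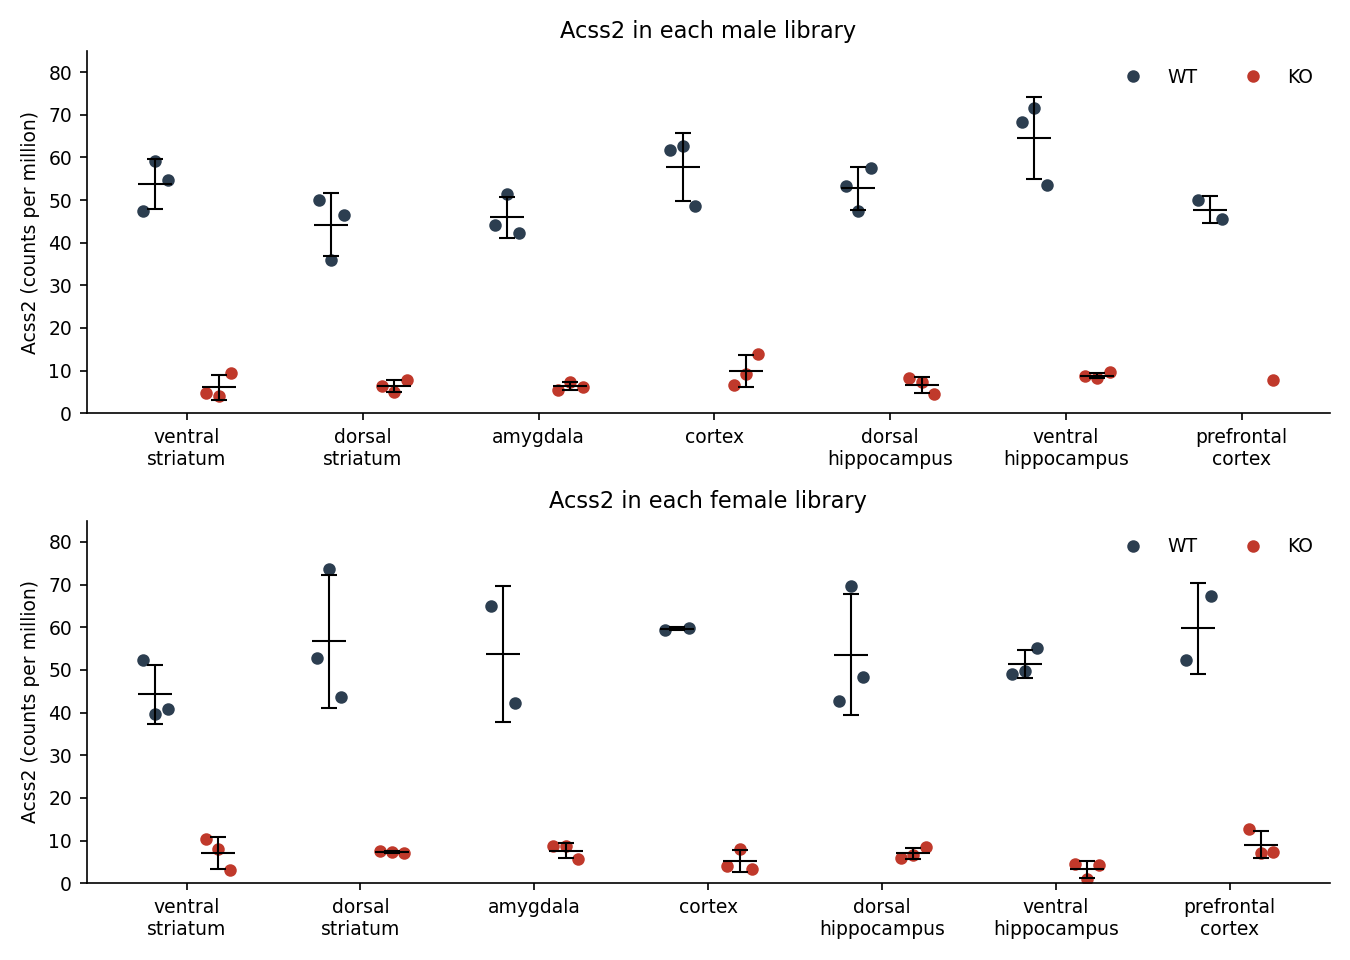
Acss2 in CPM (vertical axis) in each male library and each female library, by brain region and genotype, with each point a library and the bars the mean and SD where a group has more than 1 library. The 40 KO libraries lie between 0.971 and 13.96 CPM and the 38 WT libraries between 35.9 and 73.8 CPM.

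**Figure D2:**
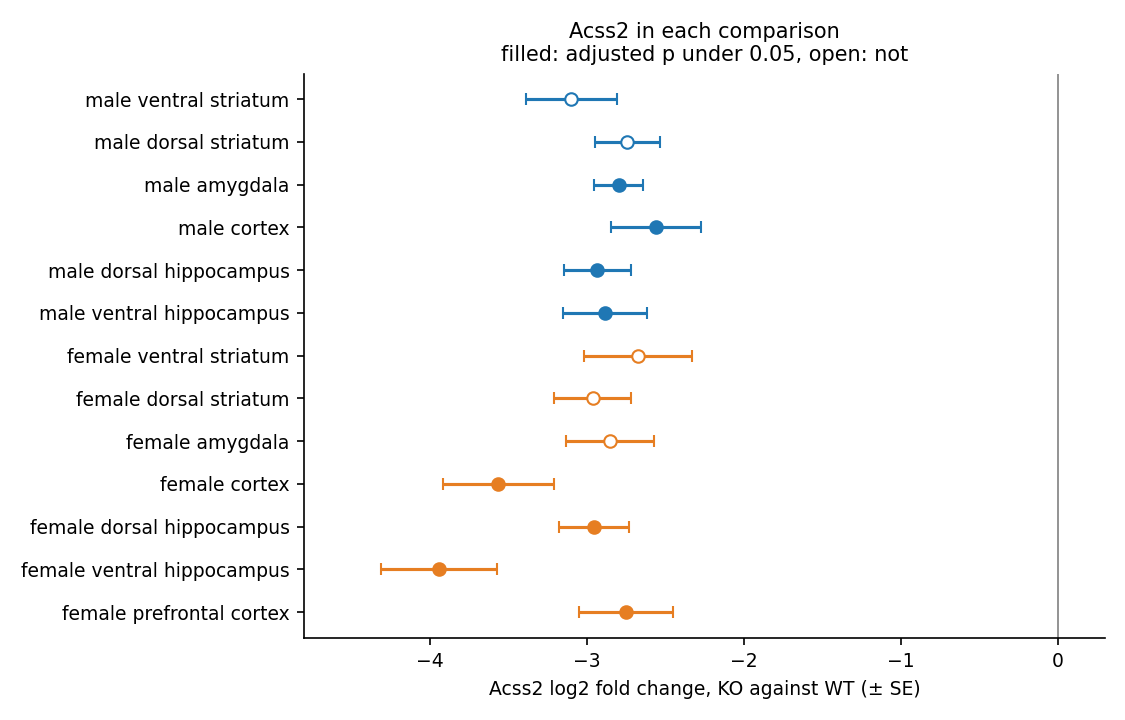
Log2 fold change of Acss2 in KO against WT (horizontal axis) in the 13 comparisons, with points the edgeR estimate, bars the SE, and filled points those with an adjusted p under 0.05. The estimates lie between -3.94 and -2.56, with 8 filled and 5 open points.

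Xist, transcribed from the inactive X chromosome, and Ddx3y, on the Y chromosome, were used to check the sex in the labels. In 39 male libraries Xist was 0 to 2.23 CPM and Ddx3y 46.2 to 106 CPM. In 38 female libraries Xist was 358 to 1077 CPM and Ddx3y 0 to 1.10 CPM. The library labelled female WT prefrontal cortex, mouse 23, had 0 Xist counts among 817209 and 60 counts of Ddx3y, or 73.4 CPM, which lies in the range of the male libraries. It was kept in its labelled group, so the female prefrontal cortex comparison rests on it.

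**Figure D3:**
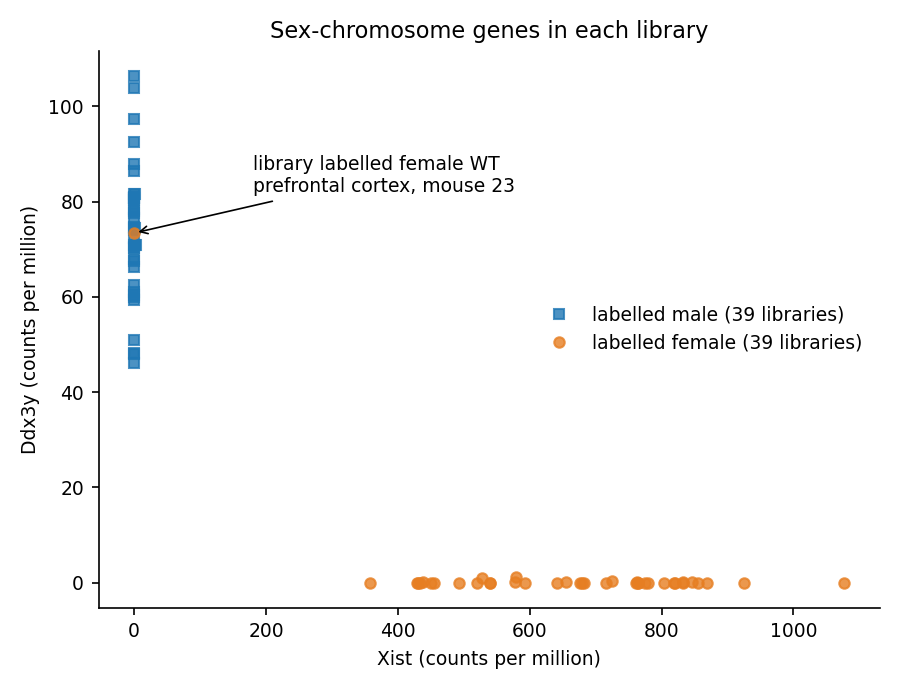
Xist (horizontal axis) against Ddx3y (vertical axis), both in CPM, with each point a library and the symbols marking the sex in the label. The library labelled female WT prefrontal cortex, mouse 23, lies at 0 CPM Xist and 73.4 CPM Ddx3y, among the male libraries.

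The male ventral striatum comparison asks which genes changed with loss of ACSS2 in the region and sex that the series title names. Of 13623 genes tested, 0 had an adjusted p under 0.05 (edgeR, 3 KO and 3 WT). At an unadjusted p under 0.05 there were 1341 genes, 635 higher and 706 lower in KO, where 681.2 would be the number from p-values spread evenly. Of the 10 splits of these 6 libraries into groups of 3, 2 gave as many genes, the labelled split included. Leaving out 1 mouse at a time gave 631 to 2033 genes. Without WT mouse 12 there were 678, where evenly spread p-values give 699.7, and without WT mouse 13 there were 631, where they give 692.4, so the excess rested on both of these mice being in the fit. The smallest adjusted p after Acss2 was 0.268. The choice that moved this count most was the low-count filter, since 77 genes passed the threshold with no filter, a fit that made 131 false calls among 25630 simulated genes. With the DESeq2 Wald test 47 genes passed, 16 higher and 31 lower, of which 36 were shared with the 77. No gene besides Acss2 could be named by the rule here, because the rule draws on genes under the threshold.

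In the other male regions, Acss2 was the gene called or no gene was. The dorsal striatum had 0 genes under the threshold among 13937 and 266 at an unadjusted p under 0.05. Its library of KO mouse 10 had a striatal projection neuron score of 4.84, against 8.22 to 9.37 in the other male libraries. Without mouse 10, 1 gene passed, Acss2 (adjusted p 0.0337, edgeR), with 321 at an unadjusted p under 0.05. The amygdala had 1 among 14159, the cortex 1 among 9719, the dorsal hippocampus 1 among 13868 and the ventral hippocampus 1 among 10040, and each of these was Acss2. Genes at an unadjusted p under 0.05 numbered 404, 287, 489 and 811 in these 4 regions. The ventral hippocampus count exceeded the 502 of evenly spread p-values, and the others did not exceed theirs. Leaving out 1 mouse at a time gave 159 to 1311 genes in the amygdala, 251 to 401 in the cortex and 290 to 1035 in the dorsal hippocampus. In the ventral hippocampus it gave 427 to 1133. The 427 came without WT mouse 12, where evenly spread p-values give 528.5. The dorsal hippocampus without WT mouse 12 had 1035, where they give 704.8. The amygdala without WT mouse 13 had 1311, where they give 724. In the ventral hippocampus the oligodendrocyte marker score was 7.86 ± 0.30 in KO and 6.83 ± 0.21 in WT, and the choroid plexus score 5.38 ± 0.39 in KO and 4.44 ± 0.46 in WT (mean log2 CPM, SD), with KO and WT ranges apart. Exact permutation tests gave p 0.1 for each, the smallest that 3 against 3 allows, and 0.867 after Benjamini-Hochberg adjustment over 52 such tests.

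In female libraries, the ventral striatum had 0 genes under the threshold among 13605 and 290 at an unadjusted p under 0.05. The dorsal striatum had 0 among 13895 and 313 unadjusted. The library of WT mouse 23 there had a striatal projection neuron score of 3.46, against 8.40 to 9.17 in the other female libraries. Without mouse 23, 1 gene passed, Acss2 (adjusted p 0.00313, edgeR), with 308 unadjusted. The amygdala, with 3 KO and 2 WT libraries, had 0 among 14748 and 438 unadjusted. The dorsal hippocampus had 1 among 14142 and 273 unadjusted, and the ventral hippocampus 1 among 10073 and 396 unadjusted, and the gene called in both was Acss2. Leaving out WT mouse 23 raised the dorsal hippocampus count to 167, and leaving out any of the other 5 mice gave 0, with 151 to 2778 genes at an unadjusted p under 0.05 over the 6 fits. The dorsal hippocampus library of mouse 23 had chi-squares per gene of 58.7 and 81.2 against the other WT libraries, which had 11.1 between them. Its cortical, oligodendrocyte and choroid plexus scores also lay outside the range of the other dorsal hippocampus libraries. The main count there thus rests on a fit that holds a library apart from the rest.

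The female cortex, with 3 KO and 2 WT libraries, had 4 genes under the threshold among 10044, all lower in KO, and 1063 at an unadjusted p under 0.05. Besides Acss2 the rule named Kcna1, a potassium channel gene (chromosome 6, 126640397 to 126646384), and Tnr, which encodes tenascin R (chromosome 1, 159523769 to 159931729). Kcna1 was 45.6 ± 5.43 CPM in KO and 95.6 ± 9.05 CPM in WT (SD), and its log2 fold change was -1.04 ± 0.19 (SE) with an adjusted p of 0.0442 from edgeR. Tnr was 83.9 ± 9.57 CPM in KO and 156 ± 2.57 CPM in WT (SD), and its log2 fold change was -0.89 ± 0.17 (SE) with an adjusted p of 0.0442 from edgeR. Grin2b, an NMDA receptor subunit gene (chromosome 6, 135713233 to 136173511), was the remaining call and is named outside the rule after its values were seen. It was 201 ± 27.2 CPM in KO and 369 ± 46.6 CPM in WT (SD), with a log2 fold change of -0.88 ± 0.15 (SE) and an adjusted p of 0.0421 from edgeR. With length and GC offsets, or with both sexes in the fit, 1 gene was under the threshold, and it was Acss2. The DESeq2 Wald test gave 3 genes, 1 higher and 2 lower in KO. A trend with length and GC content held 17.98% of the variance of the fold changes across genes without the offsets and 0.337% with them. Genes at an unadjusted p under 0.05 numbered 639 with the offsets, where evenly spread p-values give 502.2. Kcna1, Tnr and Grin2b were each above the threshold in all 3 fits that left out a KO mouse.

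The female prefrontal cortex, with 3 KO and 2 WT libraries, had 50 genes under the threshold among 11056, of which 45 were higher and 5 lower in KO, and 1004 at an unadjusted p under 0.05. The WT group was mouse 11 and the library labelled female WT prefrontal cortex, mouse 23, so the comparison cannot be read apart from the doubt over the label of that library. Of the 50 genes, 1 lies on a sex chromosome. Besides Acss2 the rule named Thbs4 and Rgs9. Thbs4, which encodes thrombospondin 4 (chromosome 13, 92751590 to 92794818), was 38.999 ± 5.16 CPM in KO and 6.12 ± 5.19 CPM in WT (SD), and its log2 fold change was 2.78 ± 0.42 (SE) with an adjusted p of 0.00869 from edgeR. The lower WT value of Thbs4, 2.45 CPM in mouse 11, is the floor of 3 counts, so the size of this fold change is uncertain. Rgs9, a regulator of G-protein signalling (chromosome 11, 109225355 to 109298129), was 89.4 ± 51.3 CPM in KO and 15.1 ± 9.80 CPM in WT (SD), and its log2 fold change was 2.65 ± 0.48 (SE) with an adjusted p of 0.0281 from edgeR. The 11 oligodendrocyte marker genes were all among the 50. Their score, a mean log2 CPM, was 8.51 ± 0.39 in 3 KO and 6.63 ± 0.61 in 2 WT libraries (SD). An exact permutation test of this difference (two-sided) gave p 0.1, the smallest that 3 against 2 allows, and 0.867 after Benjamini-Hochberg adjustment over 52 such tests. The striatal projection neuron score (9 genes, Rgs9 among them) was 6.23 ± 0.90 in KO and 4.18 ± 0.33 in WT libraries (SD), with the same p-values from the exact permutation test. These 2 scores and the 2 of the male ventral hippocampus were the 4 of the 52 tests that gave p 0.1 in the exact permutation test. In the male prefrontal cortex, not tested, the striatal score was 6.70 in the KO library and 4.13 and 3.71 in the WT libraries, and the oligodendrocyte score was 6.84 in KO and 6.73 and 6.47 in WT.

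Whether the KO effect differed between the sexes was tested as an interaction in 6 regions. None of the 6 had a gene under the threshold, against 542 genes at an unadjusted p under 0.05 in the ventral striatum, 692 in the dorsal striatum, 673 in the amygdala, 571 in the cortex, 193 in the dorsal hippocampus and 714 in the ventral hippocampus. The alternative that moved these counts most was again no low-count filter, with 117 genes under the threshold in the ventral hippocampus.

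The difference in the KO effect between ventral and dorsal striatum, regions of the same mice, had 0 genes under the threshold in either sex, with 459 genes at an unadjusted p under 0.05 in males and 391 in females. With the mouse as a block the counts under the threshold were again 0, with 692 and 614 genes at an unadjusted p under 0.05. The block assumes that libraries of the same number vary together. Deviations from the group mean, correlated across genes (which are not independent replicates), averaged 0.162 over 6 same-mouse pairs in males, against -0.0768 over 12 pairs of different mice. In females they averaged 0.129 over 6 pairs, against -0.0660 over 12. Single same-mouse pairs ranged from -0.104 to 0.474 in males and from -0.0180 to 0.278 in females. Deviations from a group mean cancel out within the group, so the averages over different mice are not an independent reference.

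**Figure D4:**
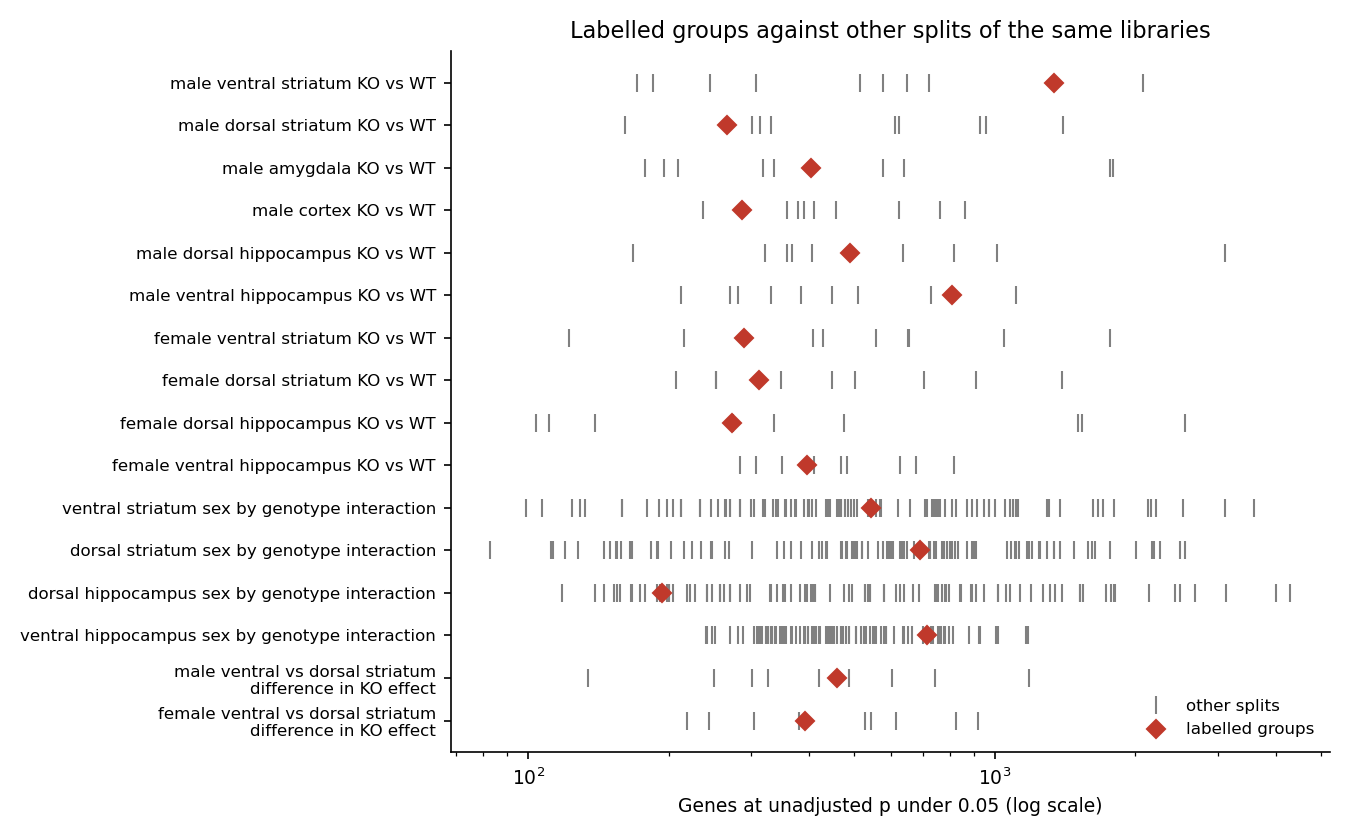
Genes at an unadjusted p under 0.05 (horizontal axis, log scale) for the labelled groups (diamonds) and for other splits of the same libraries (ticks) in the comparisons with 3 libraries per group. The labelled male ventral striatum count, 1341, lies above the median of its 10 splits, 544.5, and below their highest, 2079.

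Of the 35 genes in the list fixed before the data were examined, 33 were tested in the ventral striatum. In males, 0 had an adjusted p under 0.05 over the list or over all genes, and 6 had an unadjusted p under 0.05. Higher values in KO were found for 25 of the 33 genes in males and for 11 in females. The smallest adjusted p over the list was 0.191 in males and 0.144 in females (edgeR's quasi-likelihood test). In females, 0 passed either adjustment and 1 had an unadjusted p under 0.05. The alternative that moved this most was no low-count filter, under which 5 list genes passed in males.

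The 100 genes with the smallest p in the male ventral striatum were examined in the female ventral striatum, in mice that took no part in choosing them. Their median female log2 fold change in the male direction was 0.12, and 68 of the 100 moved in the male direction. The two-sided exact permutation test gave p 0.8 over 20 labellings, where 0.1 is the smallest possible, and the other labellings reached -0.64 and 0.64. The value reversed to -0.18 when female WT mouse 11 was left out.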

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

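Both tests in this part were chosen after the result was seen.

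The library labelled female WT prefrontal cortex, mouse 23, drew attention because a gene of the Y chromosome was counted in a library labelled female. Ddx3y was 73.4 CPM there, above the floor of 3.67 CPM, while in the other 38 female libraries it was at most 1.10 CPM. A mixture of female and male RNA would leave Xist between the levels of the sexes, and the library held 0 Xist counts, so the mixture explanation is not borne out. A mislabelled sample was tested with 20 autosomal genes that follow the mouse across the other regions. By distance over these genes mouse 23 ranked 11 among the 12 mice, which is consistent with a library from another mouse. The closest was mouse 13, a male WT mouse with no prefrontal cortex library in the set. The method named the labelled mouse for 54 of 78 libraries and for 4 of 8 prefrontal cortex libraries, so it cannot say which mouse the library came from. Among the other libraries the labelled mouse ranked 9 at worst. With 67.3 CPM of Acss2 the library lies in the WT range. A mislabelled sample remains the candidate explanation, and no biological explanation was tested.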

How the results depend on the processing

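The length and GC offsets and the covariate from the other sex were chosen after seeing the data, and the other alternatives before the data were examined.

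Acss2 was lower in KO in all 146 values from the alternatives over the 13 comparisons, with log2 fold changes from -4.23 to -2.32. In 113 it stayed on the same side of the threshold, in 21 it moved under it and in 12 above it. Adjusted p-values of Acss2 ran from 9.61e-47 to 1. The other named genes (Kcna1, Tnr, Grin2b, Thbs4 and Rgs9) kept their direction in 43 values, of which 20 were no longer under the threshold. In the female cortex Kcna1 lost its call in 6 of 9 values, Tnr in 6 of 9 and Grin2b in 5 of 9, which includes all 3 fits that left out a mouse. In the female prefrontal cortex Thbs4 lost its call in 1 of 8 values and Rgs9 in 2 of 8.

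With no low-count filter, counts of genes under the threshold were 77 (male ventral striatum), 1 (male dorsal striatum), 5 (male cortex), 138 (male dorsal hippocampus) and 161 (male ventral hippocampus). In females they were 1 (ventral striatum), 1 (dorsal striatum), 17 (cortex), 85 (ventral hippocampus) and 373 (prefrontal cortex). In the interactions they were 12 (ventral striatum), 4 (cortex), 1 (dorsal hippocampus) and 117 (ventral hippocampus), and in the fixed list 5 (male) and 1 (female). In the male ventral striatum 74 of the 77 genes also pass the filter, so they were tested in both fits. The prior degrees of freedom of the dispersion rose from 3.77 with the filter to 19.8 without it; whether this caused the rise in calls was not tested. On 25630 genes simulated from the male ventral striatum the fit with no filter made 131 false calls beside 191 true calls, against 8 and 179 with the filter; the other comparisons were not simulated this way.

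With the DESeq2 Wald test, male counts were 47 (ventral striatum), 1 (dorsal striatum), 2 (amygdala), 8 (dorsal hippocampus) and 4 (ventral hippocampus). Female counts were 1 (ventral striatum), 1 (dorsal striatum), 2 (amygdala), 9 (dorsal hippocampus) and 2 (ventral hippocampus). The female cortex had 3, 1 higher and 2 lower in KO, and the female prefrontal cortex 59, 48 higher and 11 lower. The interactions gave 1 in the amygdala and 1 in the dorsal hippocampus, and the female fixed list 1. The cause was not tested.

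With DESeq2 size factors the male dorsal striatum had 1 gene and the other 21 counts stayed within 1.5 times. With both sexes in the fit there was 1 gene each in the male ventral striatum, male dorsal striatum, female dorsal striatum, female amygdala and female cortex, and 32 genes in the female prefrontal cortex. With length and GC offsets there was 1 gene in the male dorsal striatum and 1 in the female cortex. With the covariate from the other sex, counts were 1 (male ventral striatum), 1 (male dorsal striatum), 3 (male ventral hippocampus), 1 (female dorsal striatum) and 14 (female cortex). With it the female dorsal hippocampus had 0, with 475 genes at an unadjusted p under 0.05, and the female ventral hippocampus 0, with 283. In the male ventral striatum this covariate called 165 of 198 simulated genes changed by a log2 value of 2, against 182 of 198 without it, and in the female cortex 184 of 188 with or without it. With the mouse as a block both striatal differences had 0 genes, as without it, with 692 and 614 at an unadjusted p under 0.05. The transfer median was -0.020, reversed, with a list from the male dorsal striatum. For these changes the cause was not tested.

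Leaving out 1 mouse at a time gave 0 to 1 genes in the male ventral striatum, 0 to 1 in the male dorsal striatum, 0 to 2 in the male amygdala, 1 to 1 in the male cortex and male dorsal hippocampus, and 1 to 5 in the male ventral hippocampus. In females it gave 0 to 0 in the ventral striatum and amygdala, 0 to 1 in the dorsal striatum, 1 to 3 in the cortex, 0 to 167 in the dorsal hippocampus, 0 to 2 in the ventral hippocampus and 3 to 67 in the prefrontal cortex. In the interactions it gave 0 to 1 in the amygdala, 0 to 2 in the dorsal hippocampus, 0 to 15 in the ventral hippocampus and 0 in the other 3, and it gave 0 in both striatal differences. Where the counts were 0 throughout, genes at an unadjusted p under 0.05 ranged from 115 to 730 (female ventral striatum), 133 to 1214 (female amygdala), 306 to 1603 (ventral striatum interaction), 334 to 1304 (dorsal striatum interaction) and 396 to 855 (cortex interaction). In the striatal differences they ranged from 252 to 723 in males and from 163 to 828 in females. The fixed list gave 0 to 1 in males and 0 to 2 in females. The transfer median ran from -0.18 to 0.29, and it reversed to -0.18 without mouse 11 and to -0.11 without mouse 6. Female WT mice of the amygdala, cortex and prefrontal cortex were not left out, because 1 WT library would remain. For that reason the female prefrontal cortex could not be fitted without the library labelled mouse 23.

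Depth limits the cortex, ventral hippocampus and prefrontal cortex, where 9719 to 11056 genes passed the filter, against 13605 to 14748 in the deeper regions.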

Other observations

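In this part, the splits of the libraries, the ratio of total counts and the measure of the length and GC trend were chosen as tests after the results were seen, while the tests by thinning, covariates, length and GC offsets and splits of mouse totals were set out before their outcomes were.

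The 1341 genes at an unadjusted p under 0.05 in the male ventral striatum were set against other splits of the same 6 libraries. Of the 10 splits, 2 gave as many genes, the labelled split included, with a median of 544.5 and a highest count of 2079. The share of splits cannot go under 0.1 here, so a chance split cannot be told apart from the genotype. Leaving out WT mouse 12 or WT mouse 13 lowered the count to 678 or 631, under the 699.7 and 692.4 of evenly spread p-values. Leaving out KO mouse 1 or 2 gave 1139 or 1094 genes, and leaving out KO mouse 10 or WT mouse 3 gave 2033 or 1756. The split with 2079 genes set mice 10, 12 and 13 against mice 1, 2 and 3, so it parted the mice by their numbers. Library depth was tested by the ratio of mean KO to mean WT totals, 0.968, and by thinning the libraries to the median depth of the shallower regions. Thinned, the share of tested genes had a median of 9.33% over 5 draws, against 9.84% at full depth. The shallower regions had 2.95% (male cortex), 8.08% (male ventral hippocampus), 10.6% (female cortex), 3.93% (female ventral hippocampus) and 9.08% (female prefrontal cortex). Thinning thus hardly lowered the share. The female cortex lay above the thinned median and the other shallower regions below it. Length and GC offsets lowered the female cortex to 639 genes, or 6.36%. In the male ventral striatum the same offsets gave 1381 genes, of which 1171 were among the 1341. The offsets lowered the share of fold change variance on a length and GC trend from 2.02% to 0.136%, so the count did not rest on that trend. A difference in the tissue dissected was tested with the covariate from the other sex, which gave 1063 genes, above the 681.2 of evenly spread p-values and below 1341. That fit called 165 of 198 simulated genes changed by a log2 value of 2, against 182 of 198 without the covariate. A single axis taken from female libraries need not hold every difference in dissection. The count may therefore reflect the genotype, a difference in dissection, another difference between the mice or a chance split, which these data do not separate.

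The other comparisons were set against splits in the same way. In the male dorsal striatum 9 of the 10 splits gave as many genes at an unadjusted p under 0.05, in the female ventral striatum 8 and in the female dorsal striatum 7. By genes under the threshold, 1 of the 10 splits gave as many in the male amygdala, 4 in the male cortex, 2 in the male dorsal hippocampus and 2 in the male ventral hippocampus. It was 1 of the 10 splits in the female dorsal hippocampus and 1 in the female ventral hippocampus, the labelled split included each time. These 6 labelled calls are Acss2, the deleted gene, and with 10 splits a share under 0.1 is not possible, so the splits do not test those calls. By genes at an unadjusted p under 0.05, 5 splits gave as many in the male amygdala, 9 in the male cortex and 5 in the male dorsal hippocampus. It was 7 in the female dorsal hippocampus and 7 in the female ventral hippocampus. For the 811 genes of the male ventral hippocampus it was 2, the labelled split included, so a chance split cannot be excluded there. For the difference in KO effect between ventral and dorsal striatum 5 of the 10 splits in males and 6 in females gave as many at an unadjusted p under 0.05. Of 100 splits of the interactions, 43 in the ventral striatum, 45 in the dorsal striatum, 88 in the dorsal hippocampus and 18 in the ventral hippocampus gave as many at an unadjusted p under 0.05, so these counts do not stand out from those of other splits. The dorsal hippocampus count rested on female WT mouse 23, whose library there had marker scores outside the range of the others. Without that mouse there were 2237 genes, where evenly spread p-values give 733.9. The other fits that left out a mouse had 130 to 387. Splits other than the labelled one reached 517 genes under the threshold in the ventral striatum interaction and 315 in the male dorsal hippocampus.

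In the female prefrontal cortex, 11 of the 50 genes under the threshold were oligodendrocyte markers and 39 were not. A difference in the white matter dissected was tested with the oligodendrocyte score as a covariate, and 0 of the genes outside the marker set then passed, with 537 at an unadjusted p under 0.05 against 993 without it. Acss2, the gene deleted, also lost its call, with an adjusted p of 0.976 from edgeR and a log2 fold change of -3.23. On simulated data the covariate called 57 of 187 genes changed by a log2 value of 2, against 178 of 187 without it. The loss of calls may thus come from white matter or from the loss of power, and the genotype cannot be told apart from the dissection. With length and GC offsets 56 genes passed, 49 of them among the 50. A length and GC trend held 0.210% of the fold change variance before the offsets, so there was little for them to remove. The striatal projection neuron score also differed, at 6.23 in KO and 4.18 in WT libraries, and was not tested as a covariate. In the male prefrontal cortex it was 6.70 in the KO library against 4.13 and 3.71 in WT, while the oligodendrocyte score was 6.84 against 6.73 and 6.47, and 1 KO library cannot separate genotype from dissection. Splits were not counted, because the WT group has 2 libraries. That group includes the library labelled female WT prefrontal cortex, mouse 23.

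Counts of ventral striatum, dorsal striatum and dorsal hippocampus were added up per mouse, which gave 6 KO and 6 WT mice in a fit with sex as a factor. Regions were not weighted, so a deeper library counts for more and the mix of regions differs between mice. The dorsal striatum library of male WT mouse 13 had 14487778 counts, against 5842607 to 7217052 in the other mice. Acss2 was the gene called among 16837, at 6.84 ± 0.753 CPM in KO and 50.6 ± 5.97 CPM in WT (SD, n = 6 each), lower in 6 of 6 KO mice. Its log2 fold change was -2.87 ± 0.08 (SE) with an adjusted p of 1.75e-09 from edgeR. At an unadjusted p under 0.05 there were 585 genes, or 3.47%. Of 100 splits of the 12 mice within sex, 5 gave at least 1 gene under the threshold, the labelled split included, and 58 gave as many genes at an unadjusted p under 0.05. The splits count any gene, so they do not test the call of Acss2, whose values ranged from 5.65 to 7.78 CPM in KO and from 44.8 to 61.7 CPM in WT mice. On simulated data this fit called 184 of 192 genes changed by a log2 value of 2. The same gene was called with DESeq2 size factors, with no low-count filter and in each of the 12 fits that left out 1 mouse. Those 12 fits had 440 to 1002 genes at an unadjusted p under 0.05, or 2.56% to 5.86%. The highest came without male KO mouse 10.

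In the dorsal striatum, the striatal projection neuron score (9 genes) was 4.84 in the library of male KO mouse 10 and 3.46 in that of female WT mouse 23, against 8.22 to 9.37 in the other 10 libraries. The cortical excitatory neuron score (6 genes) was 7.24 and 7.30 in these libraries, against 0.903 to 6.01 in the others. Both libraries were part of the dorsal striatum comparisons and interaction, the differences between ventral and dorsal striatum, and the mouse totals. With mouse 10 or mouse 23 left out, that interaction and those differences still had 0 genes under the threshold. In the ventral striatum, the striatal projection neuron score was 4.63 in the library of male WT mouse 13 and 5.89 in that of male KO mouse 10, against 6.59 to 9.46 in the other 10 libraries. The cortical excitatory neuron score there was 3.69 and 6.11 in these libraries, against 1.70 to 5.95 in the others. In the ventral hippocampus the striatal score was 9.01 in the library of female KO mouse 6, against 4.09 to 5.03 in the others. In the dorsal hippocampus the library of female WT mouse 23 had cortical, oligodendrocyte and choroid plexus scores of 5.41, 9.09 and 7.70. The others there had 6.38 to 7.04, 6.52 to 8.60 and 1.83 to 6.02.

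Ide (chromosome 19, 37268743 to 37337852) differed between mice across regions. Its mean was 44.6 CPM in mouse 1, 101 in mouse 10, 96.7 in mouse 12 and 96.3 in mouse 23, and 63.5 to 73.6 CPM in the other 8 mice, leaving out the library labelled female WT prefrontal cortex, mouse 23. That library had 53.8 CPM of Ide. Btaf1, on the same chromosome from 36926079 to 37012752, had means of 33.2, 59.8, 67.3 and 60.2 CPM in mice 1, 10, 12 and 23, and 43.9 to 52.1 CPM in the other 8. Cpeb3, which lies between them from 37021291 to 37208601, had means of 81.3, 80.7, 83.6 and 81.7 CPM in mice 1, 10, 12 and 23 and 73.0 to 86.5 CPM in the other 8. The pattern was thus shared with Btaf1 and not with Cpeb3. Of the other genes examined nearby, Exoc6 and Tnks2 did not follow the pattern, and Fgfbp3 had 6.30, 9.66, 8.78 and 8.60 CPM in these mice and 5.53 to 8.25 CPM in the other 8. Fgfbp3 thus lay above the other 8 in mice 10, 12 and 23 and within their range in mouse 1. Both genotypes and both sexes are among mice 10, 12 and 23.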
